A study of Mus musculus with 9 samples.

How the data were processed

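Bulk RNA sequencing of CD11b+ cells from mouse liver after APAP was available for 9 samples, 3 per group (PBS, HEK-EV and MSC-EV). Samples were assigned to groups by the treatment in their labels, and replicate numbers are those of the labels. RNA was extracted with Trizol and libraries were made with the TruSeq Stranded mRNA kit, per the labels' protocols. The labels state no day, batch or cage.

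Each sample had 1 table of genes with position, coverage, FPKM and TPM, per the file headers. Coverage is the mean read signal over a gene, per the file headers. FPKM are fragments per kilobase and per 1000000 fragments as deposited by the authors. TPM as deposited by the authors sum to 1000000 in every sample. The aligner, the counting tool, its version and the genome build are stated neither in the labels nor in the files, and whether reads were assigned by strand is not stated either. The gene name column was blank, so the gene IDs were matched by ID to the RefSeq gene table of assembly GRCm38.p6, where 45679 of 45777 (99.79%) had a symbol. The start and end in the files equalled those of that assembly for 96.4% of matched genes. Coordinates given are the files' own. Rows of the same gene ID were summed. No read counts were used here, so depth was taken from the ratio of coverage to FPKM, which was the same for 34.2% to 35.3% of genes within a sample. No interval or detection limit that needs counts was computed.

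TPM was used without further scaling, as log2(TPM + 1). Genes with at least 1 TPM in at least 3 of the 9 samples were kept, 13820 of 45777. Group differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), with all 9 samples in 1 fit so that the groups share their spread, and no covariate. Adjusted p is Benjamini-Hochberg over the genes tested, with a threshold of 0.05. All tests were two-sided. The smallest p of an exact permutation test of 3 against 3 is 0.1, so no such test was made for single genes. Named genes followed a rule: up to 5 per direction with the largest fold change among genes past the threshold with a mean of at least 5 TPM in the higher group, no overlap between the groups and a symbol other than a predicted gene or Riken clone. Where no gene passed, the 3 of smallest p under the other conditions were named, and for each list called up to 4 members of smallest p. Itgam, Ptprc, Sirpa, Cd47, Xist and Ddx3y were sample checks. Alb, Apoe and the acinar, biliary and endothelial genes fall outside that rule as single genes where they are given as such, and were chosen after their values were seen.

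Lists of genes were written for inflammatory cytokines and mediators, alternative activation and repair, efferocytosis, lipid-associated macrophages, interferon response, cell cycle, Kupffer cells, Ly6C-high monocytes, neutrophils, dendritic cells, lymphocytes, hepatocytes, endothelial and stellate cells, and erythroid cells. Chil3 is in 2 of the lists (alternative activation, Ly6C-high monocytes), as is Timd4 (efferocytosis, Kupffer cells). The erythroid list had 1 of its 10 genes past the filter, under the minimum of 3, and was not tested. The other 13 were tested with camera in limma (preset inter-gene correlation of 0.01), adjusted over the 13 lists of a comparison, with fry and camera with an estimated correlation beside it. The groups, the test, the filter, the lists, the rule for named genes and the alternatives were chosen before the data were examined, unless said otherwise. Lists of pancreatic acinar genes (21 whose values had been seen and 15 whose values had not) and biliary genes (11 and 18) were added after the data were seen, as were 15 general myeloid genes whose values had not been seen.

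The correlation of the 2 vesicle effects was set beside 100 simulated data sets with no effect and shared controls. The alternatives were a pseudocount of 0.1, no filter, a minimum of 5 TPM, FPKM in place of TPM, median-of-ratios scaling, quantile normalization, gene IDs in place of names, only the 6 samples compared, array quality weights, a replicate block, and leaving out each sample in turn. Removal of the trend of each sample with GC content and transcript length (lowess, span 0.3), with and without the block, the acinar split as a term and depth as a covariate were added after the data were seen. The acinar split put samples with a median above 0.3 TPM over the 21 genes on one side. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for loading, scores, exact permutation tests and figures.

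The gene test was tested on 5 simulated data sets of 13820 genes with the means and spread of the real ones, 200 of them changed. It recovered 91.2% of 2-fold and 98.6% of 4-fold changes, and 3.95% of calls were unchanged genes. The list tests were tested on 20 simulated data sets, in which a list of 16 genes shifted by 0.5 (log2) was called 20 times by camera and 20 times by fry. Camera called 3 lists over those 20 sets with none shifted. Simulated genes were independent of each other, unlike real ones. A GC slope of 3.58 put into a sample was reduced to 0.0018.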

Results

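Bulk RNA sequencing measured gene expression in CD11b+ cells from mouse liver after an overdose of acetaminophen (APAP), a standard model of acute liver failure. CD11b is a surface protein of monocytes, macrophages and neutrophils. Extracellular vesicles (EVs) were given 8 hours after APAP and livers were collected 48 hours after it. The 9 samples form 3 groups of 3. The control group received PBS. The other groups received SIRP-EVs from HEK cells, a human embryonic kidney line (HEK-EV group), or SIRP-EVs from mesenchymal stem or stromal cells, MSC (MSC-EV group). SIRP is read here as signal regulatory protein, the myeloid receptor for CD47, since the labels do not spell it out. Values are transcripts per 1000000 (TPM), given as mean ± SD with n = 3 per group. Fold changes are differences of log2(TPM + 1) with their standard error (SE) from limma.

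The tables held 45777 genes, of which 20344 to 21174 were above 0 TPM in a sample and 13132 to 13635 reached 1 TPM. They held no read counts, so the depth in reads is unknown and no counting error could be attached to a value. The ratio of coverage to FPKM, which rises with the number of fragments sequenced, was 5.28, 6.06 and 6.32 in the PBS samples. It was 6.25, 6.47 and 6.30 in the HEK-EV samples and 6.58, 6.85 and 6.65 in the MSC-EV samples. The 100 most abundant genes took 28.8% to 30.5% of TPM in the PBS and HEK-EV samples and 31.6% to 33.3% in the MSC-EV samples. Mitochondrial genes took 5.44% to 6.48% and 7.55% to 7.90%, respectively. Pairs of samples within a group had Pearson correlations of 0.980 to 0.993 across genes, computed on log2(TPM + 1) of the 13820 genes tested. The first principal component held 37.5% of the variance. Its scores were 9.31 to 32.7 for the MSC-EV samples, 9.50 for HEK-EV replicate 2 and -21.9 to -3.14 for the other 5.

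Xist was at 0.0109 TPM or less in every sample, and the Y-linked gene Ddx3y lay between 41.5 and 53.9 TPM in every sample. Itgam, which encodes CD11b, averaged 330 ± 44.3 TPM in the PBS group, 372 ± 54.1 in the HEK-EV group and 229 ± 29.6 in the MSC-EV group. The MSC-EV group was lower than the HEK-EV group (log2 fold change -0.70, SE 0.134, adjusted p = 0.0257), and its difference from PBS did not pass the threshold (-0.53, SE 0.134, adjusted p = 0.0553). Ptprc, which encodes CD45, averaged 585 ± 66.0, 614 ± 49.5 and 424 ± 4.85 TPM in the same order. It was lower in the MSC-EV group than in PBS (-0.46, SE 0.0873, adjusted p = 0.0271) and HEK-EV (-0.53, SE 0.0873, adjusted p = 0.0207). Sirpa was level at 751 ± 42.3, 794 ± 36.1 and 796 ± 15.9 TPM, with adjusted p = 0.449 for MSC-EV against PBS. Cd47 was at 96.1 ± 7.50, 94.5 ± 10.3 and 76.5 ± 4.79 TPM (MSC-EV against PBS -0.32, SE 0.0891, adjusted p = 0.068). Cd47 and Ddx3y overlap other annotated genes, so part of their signal is uncertain.

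Transcripts of pancreatic acinar cells set 4 samples apart from the other 5. A list of 21 acinar genes, chosen after their values were seen, made up 0.00343% of TPM in HEK-EV replicate 1, 0.13% in HEK-EV replicate 2, 0.0151% in MSC-EV replicate 1 and 0.364% in MSC-EV replicate 3. The other 5 samples, all 3 PBS samples among them, held 0.000139% to 0.000246%. This split was treated as a batch. The side with acinar transcripts held 2 HEK-EV and 2 MSC-EV samples, and the other held 3 PBS samples, 1 HEK-EV and 1 MSC-EV sample. No comparison had 3 samples per group within a side, so a fit with the split as a term was used in place of within-batch tests.

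**Figure D1:**
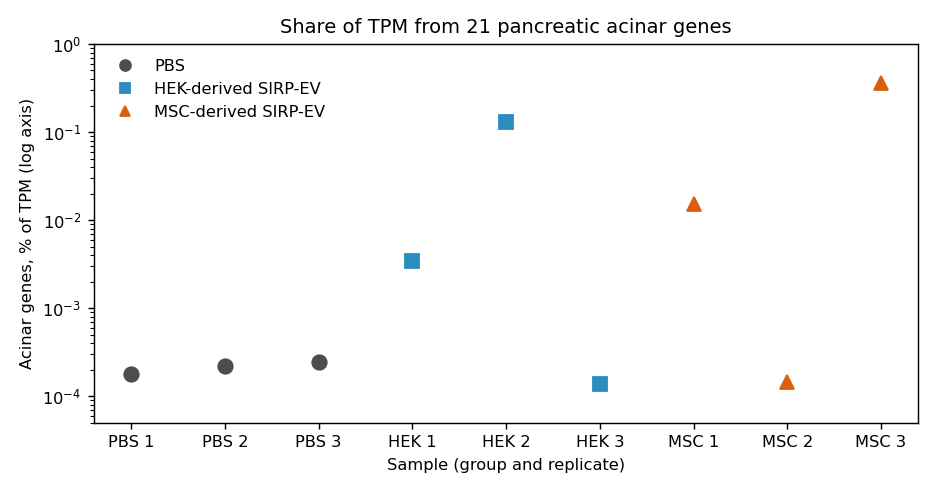
Share of all TPM (percent, log axis) from 21 pancreatic acinar genes in each of the 9 samples, 1 point per sample, by group and replicate. HEK-EV replicates 1 and 2 and MSC-EV replicates 1 and 3 lie between 0.00343% and 0.364%, and the other 5 samples lie at or below 0.000246%.

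The comparison of MSC-EV with PBS asks whether the MSC-derived vesicles changed the CD11b+ cells of the injured liver. Of the 13820 genes tested, 706 had an adjusted p under 0.05, of which 257 were higher and 449 lower in the MSC-EV group. A fold change of at least 2 was seen for 65 of the higher and 39 of the lower genes. At an unadjusted p under 0.05 there were 3184 genes, where 691 are due by chance. In 26.0% of the genes tested the 3 values of each group did not overlap, against 10% by chance. The count depended strongly on single samples. Without PBS replicate 2 it fell to 5 genes, with 2125 at an unadjusted p under 0.05, and without PBS replicate 1 it rose to 1881. It was 7 without PBS replicate 3, 23, 54 and 461 without MSC-EV replicates 1, 2 and 3, and 303 without HEK-EV replicate 2. With the acinar split as a term 21 genes passed, 20 of them among the 706. The fold changes of 705 of the 706 genes stayed within 1.5 times in that fit, and their standard errors were 1.28 times as large at the median. The share of higher genes among those called was 36.4% on TPM, 47.2% with median-of-ratios scaling and 63.1% on FPKM.

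The largest rise among the genes named by rule was that of Atp6v0d2, a subunit of the vacuolar proton pump (gene ID 242341, chromosome 4, 19876838 to 19922566). It averaged 5.19 ± 3.81 TPM in the PBS group, 5.56 ± 1.45 in the HEK-EV group and 27.2 ± 9.92 in the MSC-EV group (log2 fold change against PBS 2.28, SE 0.401, adjusted p = 0.0238). Fabp5, a fatty-acid-binding protein (gene ID 16592, chromosome 3, 10012585 to 10016610), rose from 236 ± 138 to 923 ± 276 TPM (2.06, SE 0.347, adjusted p = 0.0231). Gpnmb, a glycoprotein of lipid-laden macrophages (gene ID 93695, chromosome 6, 49036518 to 49058182), rose from 427 ± 244 to 1361 ± 265 TPM (1.80, SE 0.331, adjusted p = 0.0251). Syngr1 and Anpep followed, with log2 fold changes of 1.77 and 1.58. Syngr1 overlaps a second annotated gene.

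The largest falls against PBS were those of Ly6a2, Slfn4, Tiam2, Vcan and Chil3, with log2 fold changes of -1.65, -1.59, -1.59, -1.42 and -1.40. Chil3, a chitinase-like protein (gene ID 12655, chromosome 3, 106147554 to 106167564), averaged 4214 ± 1462 TPM in the PBS group, 3672 ± 1016 in the HEK-EV group and 1554 ± 430 in the MSC-EV group (SE 0.303, adjusted p = 0.0353). Tiam2, an exchange factor for Rac (gene ID 24001, chromosome 17, 3326313 to 3519397), averaged 12.5 ± 2.60, 10.8 ± 0.667 and 3.47 ± 0.522 TPM (SE 0.143, adjusted p = 0.00486). That adjusted p was the smallest of this comparison and was shared with Lurap1l, which rose (1.53). Lurap1l is one of the biliary genes added after their values were seen. It was at 0.857 to 0.998 TPM in the PBS samples and 3.91 to 5.44 in the MSC-EV samples. Its rise may therefore come from biliary epithelial cells carried through the selection. Vcan, a matrix proteoglycan (gene ID 13003, chromosome 13, 89655309 to 89743027), averaged 52.2 ± 9.96, 63.1 ± 26.9 and 18.9 ± 3.65 TPM (SE 0.261, adjusted p = 0.0251). Tiam2 and Vcan overlap other annotated genes, and Ly6a2, Slfn4 and Chil3 have near-identical relatives, so their values are uncertain to that extent.

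**Figure D2:**
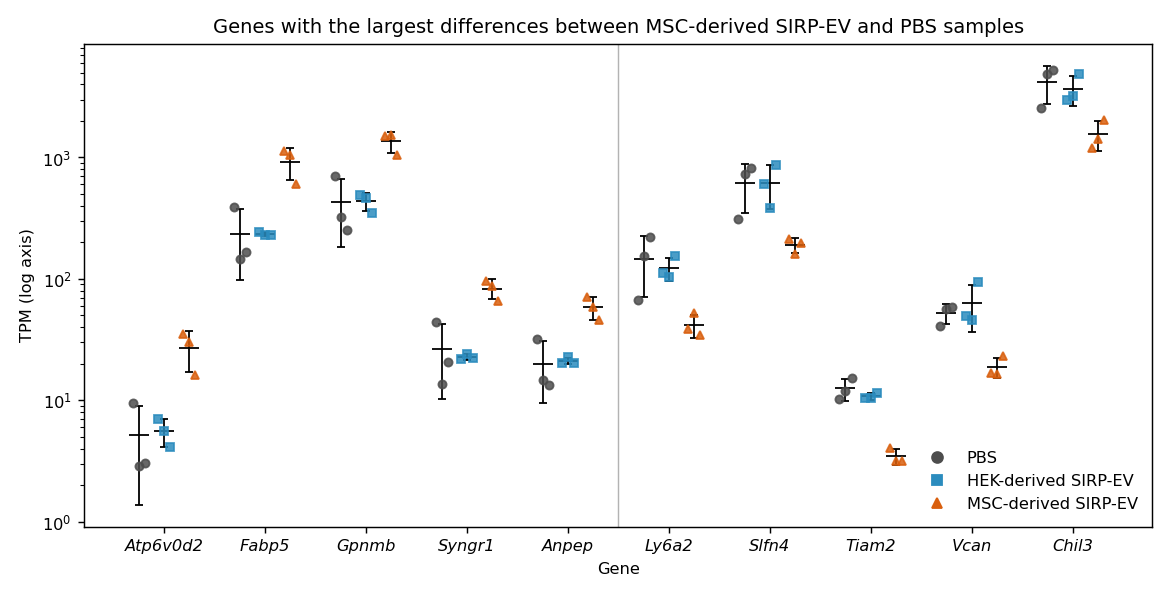
TPM (log axis) of the 5 genes with the largest rises (left) and the 5 with the largest falls (right) in MSC-EV against PBS among the genes named by rule. Points are single samples, horizontal bars are group means and vertical bars are 1 SD, n = 3 per group. For each gene the 3 MSC-EV values lie outside the range of the 3 PBS values, as the rule required.

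Of the 13 gene lists tested, 7 had a camera adjusted p under 0.05 in MSC-EV against PBS. The lipid-associated macrophage list was higher in all 16 of its genes (median log2 fold change 0.60, adjusted p = 1.55e-11). Over all genes tested 10 of the 16 passed, and 13 passed when adjusted over the list alone. Its leading members were Apoe, Fabp5, Ctsb and Gpnmb. Apoe (gene ID 11816, chromosome 7, 19696244 to 19701310) averaged 5317 ± 1117 TPM in the PBS group, 6943 ± 702 in the HEK-EV group and 12100 ± 738 in the MSC-EV group (1.21, SE 0.149, adjusted p = 0.0113). It was at 11490 TPM in MSC-EV replicate 2, the MSC-EV sample without acinar transcripts. Over 23 alternative fits the Apoe change against PBS ran from 0.714 to 1.35 (adjusted p from 0.000654 to 0.0671), and 4 fell short of the threshold. Against HEK-EV it ran from 0.376 to 0.871 (adjusted p from 0.00552 to 0.22). The Ly6C-high monocyte list was lower in all 14 genes (median -0.82, adjusted p = 8.34e-08), with 6 genes past the threshold over all genes tested and 10 adjusted over the list alone. It was led by Vcan, Chil3, Ly6c2 (-1.35) and Ms4a4c (-1.08), and Ly6c2 has a near-identical neighbour.

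The interferon response list was lower in all 22 genes (median -0.73, adjusted p = 9.21e-12), with 4 past the threshold over all genes tested and 20 adjusted over the list alone. Those 4 were Oas1a, Oas3, Mx2 and Oasl1, with log2 fold changes of -0.55, -0.99, -0.73 and -1.01. The hepatocyte list was higher in 19 of 20 genes (median 0.67, adjusted p = 6.13e-07), with 3 past the threshold over all genes tested and 11 adjusted over the list alone. Albumin (Alb) averaged 152 ± 28.8, 136 ± 52.5 and 288 ± 37.2 TPM in the PBS, HEK-EV and MSC-EV groups. The other lists called were Kupffer cell markers (median -0.45, adjusted p = 0.00213, 14 of 15 lower), lymphocyte markers (0.45, adjusted p = 0.0126, 7 of 8 higher) and cell cycle (0.37, adjusted p = 0.0193, 22 of 24 higher). No gene of the Kupffer or cell cycle lists passed on its own, either over all genes tested or adjusted over the list alone. The cell cycle call was lost without PBS replicate 3 (median 0.11, adjusted p = 0.307) and without MSC-EV replicate 3 (0.20, adjusted p = 0.247), and its median turned to -0.03 with the acinar split as a term. The lymphocyte call was lost in that fit (adjusted p = 0.151), and both calls were lost without the filter on low values (adjusted p = 0.0588 for cell cycle and 0.082 for lymphocytes).

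Depth as a covariate, added because the MSC-EV samples had the highest ratios of coverage to FPKM, kept 4 of the 7 list calls in MSC-EV against PBS. The hepatocyte list lost its call (median 0.45, adjusted p = 0.263), as did Kupffer cell markers (-0.10, adjusted p = 0.263) and lymphocyte markers (0.66, adjusted p = 0.07). Neutrophil markers (-0.70, adjusted p = 1.5e-05), inflammatory mediators (-0.36, adjusted p = 0.000756) and efferocytosis (0.35, adjusted p = 0.023) passed in that fit.

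The 6 lists not called had medians of -0.04 (inflammatory cytokines and mediators), -0.14 (alternative activation and repair), 0.06 (efferocytosis), -0.20 (neutrophil markers), 0.34 (dendritic cell markers) and -0.77 (endothelial and stellate cell transcripts). Their camera adjusted p ran from 0.0573 for dendritic cells to 0.215. In the same order, 2, 5, 3, 1, 0 and 0 genes passed over all genes tested, and 5, 12, 8, 1, 7 and 6 adjusted over the list alone. The endothelial and stellate list had 5 genes higher and 8 lower. Its 7 endothelial genes fell (-1.44 to -0.77), as did Acta2 (-0.01), and the other stellate genes rose (0.26 to 0.89). Without MSC-EV replicate 3 the dendritic cell list passed (median 0.26, adjusted p = 0.00903), as it did in 4 other fits that left out a sample, with a minimum of 5 TPM (adjusted p = 0.0238) and with only the 6 samples compared (adjusted p = 0.0371). Without PBS replicate 1 the neutrophil list passed at -0.43 (adjusted p = 0.00239) and the inflammatory list at -0.23 (adjusted p = 0.0184). Without PBS replicate 3 the neutrophil median was -0.00889 and the inflammatory median turned to 0.07. The endothelial and stellate list passed with a minimum of 5 TPM (-0.85, adjusted p = 0.000606), on FPKM (-0.68, adjusted p = 0.0305) and with only the 6 samples compared (-0.77, adjusted p = 0.0282). It also passed without MSC-EV replicate 1 (-0.78, adjusted p = 0.0314) and without HEK-EV replicate 1 (-0.77, adjusted p = 0.043), and its median was 0.08 without the filter on low values. A rotation test of the same lists, fry, held 2 of the 7 calls, those of lipid-associated macrophages and Ly6C-high monocytes (adjusted p = 0.0158 for each). It added alternative activation and repair (adjusted p = 0.0139), a list whose members went both ways, 9 higher and 11 lower. With the inter-gene correlation estimated per list, camera called 0 of 13 lists, with 2 at an unadjusted p under 0.05, and this was the alternative that moved the number of lists most. When the 6 samples were split in other ways, 3 of the 9 other splits gave at least 7 lists.

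**Figure D3:**
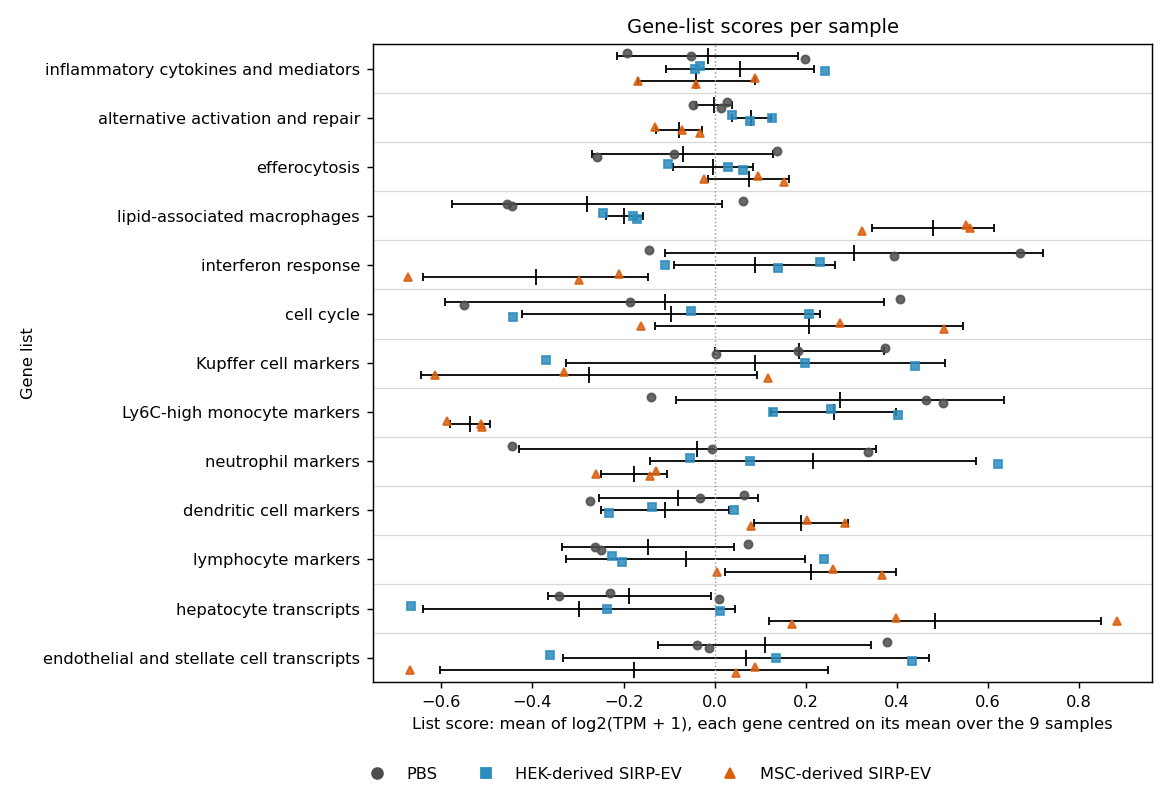
Score of each of the 13 gene lists in each sample, the mean of log2(TPM + 1) over the list with each gene centred on its mean over the 9 samples. Points are samples, upright bars are group means and horizontal bars are 1 SD, n = 3 per group. The Ly6C-high monocyte scores lie between -0.59 and -0.51 in the MSC-EV samples and at or above -0.14 in the other 6, and the lipid-associated macrophage scores lie between 0.32 and 0.56 and at or below 0.06.

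Biliary epithelial genes, a list added after the data were seen, were higher in both vesicle groups than in PBS, and most so in the MSC-EV group. Of 18 such genes whose values had not been seen, 12 passed the filter and 11 of these were higher against PBS (median log2 fold change 0.89), with 8 past the threshold over all genes tested. The median of the same 12 genes was 0.68 in MSC-EV against HEK-EV and 0.16 in HEK-EV against PBS, where 11 of the 12 were higher and 0 passed over all genes tested. Without adjustment, camera and fry each gave a p under 0.05 for these 12 genes in HEK-EV against PBS.

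The comparison of HEK-EV with PBS asks what vesicles from another cell source did. It gave 0 genes with an adjusted p under 0.05, and the smallest adjusted p was 0.944. At an unadjusted p under 0.05 there were 495 genes, where 691 are due by chance, and 7.81% of genes had no overlap between the groups, against 10% by chance. The number at an unadjusted p under 0.05 was above chance in other fits, at 1169 without PBS replicate 1, 1646 with depth as a covariate and 2185 with array quality weights, none of which gave a gene past the adjusted threshold. In simulated data of the same size and spread, 91.2% of 2-fold changes were recovered. That rate is from simulated MSC-EV against PBS comparisons with 200 genes changed by 2-fold or 4-fold. It does not say how often fewer or smaller changes would be found in HEK-EV against PBS. Without the filter on low values the count was 4, the alternative that moved it most. It was 2 without HEK-EV replicate 3 and 1 without HEK-EV replicate 1 or MSC-EV replicate 1. The 3 genes of smallest p, which fail the adjustment, were Atf3 (-0.64, SE 0.0951), Phospho1 (0.59, SE 0.0998) and Klf4 (-0.60, SE 0.103), each with adjusted p = 0.944. Atf3 averaged 714 ± 45.5 TPM in the PBS group, 459 ± 64.8 in the HEK-EV group and 439 ± 17.3 in the MSC-EV group. Phospho1 overlaps other annotated genes.

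Camera called 4 of 13 lists in HEK-EV against PBS. The interferon response list was lower in all 22 genes (median -0.21, adjusted p = 2.33e-08), neutrophil markers were higher in 15 of 19 (0.33, adjusted p = 0.00174), hepatocyte transcripts were lower in 13 of 20 (-0.14, adjusted p = 0.0232) and Kupffer cell markers were lower in 11 of 15 (-0.18, adjusted p = 0.026). No gene of these 4 lists passed over all genes tested or adjusted over the list alone. Of the lists not called, 5 inflammatory genes and 1 alternative activation gene passed adjusted over the list alone, and 0 over all genes tested. Fry and camera with an estimated correlation called 0 lists each, with 0 at an unadjusted p under 0.05. Each of the 4 calls rested on single samples. The interferon median was -0.04 without PBS replicate 2 (adjusted p = 0.12) and -0.48 without PBS replicate 1. The neutrophil median was 0.10 without PBS replicate 1 (adjusted p = 0.828) and 0.13 without HEK-EV replicate 3 (adjusted p = 0.555). Without HEK-EV replicate 1 the Kupffer and hepatocyte medians turned to 0.10 and 0.06. The Kupffer call was also lost without PBS replicate 1 (adjusted p = 0.265) or PBS replicate 2 (adjusted p = 0.0841), and the hepatocyte call without PBS replicate 3 (adjusted p = 0.79). With the acinar split as a term the hepatocyte list was called in the opposite direction (median 0.23, adjusted p = 0.0252). The Kupffer and hepatocyte calls were also lost with median-of-ratios scaling (adjusted p = 0.072 and 0.12), and the neutrophil call with depth as a covariate (0.02, adjusted p = 0.227). Array quality weights kept 1 of the 4 calls. The Kupffer and neutrophil calls were lost there (adjusted p = 0.185 for each), and the hepatocyte median turned to 0.0366. Of the 9 other splits of these 6 samples, 8 gave at least 4 lists.

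The comparison of MSC-EV with HEK-EV asks whether the cell source of the vesicles mattered, and it tests the difference between the 2 vesicle effects directly. It gave 817 genes with an adjusted p under 0.05, of which 608 were lower in the MSC-EV group. At least 2-fold changes were seen in 47 of the higher and 30 of the lower genes. At an unadjusted p under 0.05 there were 3217 genes, and 30.1% of genes had no overlap between the groups, against 10% by chance. Without HEK-EV replicate 2, without MSC-EV replicate 1 or without MSC-EV replicate 2 the count was 0, with 2873, 2332 and 2482 genes at an unadjusted p under 0.05. Without HEK-EV replicate 1 it was 1, without HEK-EV replicate 3 it was 31, and without PBS replicate 1 it was 1384. With the acinar split as a term 550 genes passed, 538 of them among the 817. The share of higher genes was 25.6% on TPM, 46.3% with median-of-ratios scaling and 59.5% on FPKM.

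Of the 706 genes called against PBS, 464 were also called against HEK-EV, all in the same direction (140 higher and 324 lower). The 2 comparisons share the MSC-EV samples, so this overlap is not independent. Atp6v0d2, Fabp5, Syngr1 and Gpnmb again had the largest rises (2.06, 1.92, 1.81 and 1.64), followed by Cd28 (gene ID 12487, chromosome 1, 60746388 to 60773359), at 2.22 ± 0.474 TPM in the HEK-EV group and 7.84 ± 2.17 in the MSC-EV group (1.44, SE 0.26, adjusted p = 0.0234). Slfn4, Vcan, Ly6a2 and Lrg1 were among the largest falls (-1.63, -1.63, -1.53 and -1.44). The largest was that of Igkj5 (-1.83, adjusted p = 0.0463), an immunoglobulin kappa joining segment (chromosome 6, 70723886 to 70723923). It averaged 2.68 ± 2.14 TPM in the PBS group, 7.74 ± 4.90 in the HEK-EV group and 1.25 ± 0.526 in the MSC-EV group. HEK-EV replicate 3 was highest, at 13.2 TPM. Its annotated span is very short, so its TPM is uncertain, and it fell short of the threshold in 15 of 23 alternative fits.

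Camera called 8 lists in MSC-EV against HEK-EV. Lipid-associated macrophages were higher (median 0.54, adjusted p = 2.81e-11, 16 of 16), with 9 genes past the threshold over all genes tested and 12 adjusted over the list alone. Ly6C-high monocyte markers were lower (-0.92, adjusted p = 2.44e-06, 12 of 14), with 6 and 11 genes. Hepatocyte transcripts were higher (0.82, adjusted p = 7.42e-10, 19 of 20), with 6 and 10 genes. Interferon response was lower (-0.52, adjusted p = 7.08e-06, 22 of 22), with 0 genes over all genes tested and 8 adjusted over the list alone. Neutrophil markers were lower (-0.59, adjusted p = 0.00502, 15 of 19), with 3 and 15 genes, although Ltf rose by 1.20 (adjusted p = 0.0205). Cell cycle (0.33, adjusted p = 0.00141, 24 of 24), dendritic cell markers (0.42, adjusted p = 0.0135, 9 of 15) and lymphocyte markers (0.43, adjusted p = 0.0135, 6 of 8) were higher. The dendritic cell list was led by H2-Eb1, H2-Aa, Cd74 and H2-Ab1, with 0 genes past the threshold over all genes tested. The lymphocyte list had 8 of its 19 genes past the filter and was led by Nkg7, Gzma, Ncr1 and Cd79b. Whether such cells were more common was not tested. The calls of cell cycle, neutrophil, dendritic cell and lymphocyte lists were lost without HEK-EV replicate 3 (adjusted p from 0.0771 to 0.0858), that of dendritic cells also without MSC-EV replicate 2 (adjusted p = 0.0687) and with depth as a covariate (adjusted p = 0.0789). Without the filter on low values the dendritic cell call was lost too (median 0.23, adjusted p = 0.0558), and the lymphocyte median turned to -0.01. Fry held 3 of the 8, lipid-associated macrophages, Ly6C-high monocytes (adjusted p = 0.0188 for each) and hepatocytes (adjusted p = 0.0442), and added alternative activation and repair (median -0.31, adjusted p = 0.00183), which camera also called on FPKM (adjusted p = 0.0462) and without the filter (adjusted p = 0.0497). With an estimated correlation 0 lists passed, with 1 at an unadjusted p under 0.05.

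Across the 13820 genes, the log2 fold changes of HEK-EV and MSC-EV against PBS had a Pearson r of 0.473 and a Spearman rho of 0.297. Genes are not independent replicates, and both effects share the PBS samples. Simulated groups without any effect, measured against shared controls, gave a median r of 0.499 (0.402 to 0.581) and a median rho of 0.463, so the observed correlation was no higher than shared controls alone give. Signs were the same for 59.7% of genes. Leaving out HEK-EV replicate 2 moved r most, to 0.231, and depth as a covariate moved it to 0.706. It was 0.332 without MSC-EV replicate 3 and 0.641 without PBS replicate 1.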

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

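The GC and length correction, the acinar split as a term and depth as a covariate were chosen after seeing the data. Outside the fits that left out a sample, 103 counts and correlations, 416 list medians and 1334 fold changes of named genes were recomputed. Of these, 7 list medians and 1 fold change reversed. The counts of genes called in MSC-EV against PBS and MSC-EV against HEK-EV (706 and 817) stayed within 1.5 times with a pseudocount of 0.1 (663 and 745), a minimum of 5 TPM (628 and 844), quantile normalization (701 and 694) and the GC and length trend removed (717 and 648). Keeping gene IDs separate raised the genes tested from 13820 to 13822, since entries of the same ID on different chromosomes were kept apart, and left the counts of genes and lists called as they were. The correlation of the vesicle effects needs all 3 groups, so it was not run on 6 samples.

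Without the filter on low values, genes called were 4 in HEK-EV against PBS, 361 in MSC-EV against PBS (219 of them among the 706) and 387 in MSC-EV against HEK-EV, and lists called in HEK-EV against PBS fell from 4 to 2. More genes were tested there, many at the floor. On FPKM, 459 genes were called in MSC-EV against HEK-EV. Median-of-ratios scaling gave 512 there. Lists called in HEK-EV against PBS were 2 with median-of-ratios scaling, 2 with quantile normalization and 2 with the GC and length trend removed. The cause of these changes was not tested. Higher genes were 36.4% of those called in MSC-EV against PBS on TPM and 63.1% on FPKM, so the share of higher genes among those called depends on the scaling. All 706 and all 817 genes kept their direction with median-of-ratios scaling. In MSC-EV against HEK-EV the median fold change of all genes was -0.0174 on TPM and 0.0376 on FPKM.

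Array quality weights raised the calls to 4163 in MSC-EV against PBS, with all 706 among them, and 2081 in MSC-EV against HEK-EV, and moved the correlation of the vesicle effects from 0.473 to 0.642. Depth as a covariate gave 1339 genes (474 of the 706), 1449 genes (714 of the 817) and a correlation of 0.706. It kept 4 of the 7 lists called in MSC-EV against PBS and 2 of the 4 in HEK-EV against PBS. Only the 6 samples compared gave 77 genes in MSC-EV against PBS, 71 of them among the 706, and 1098 in MSC-EV against HEK-EV, 740 of them among the 817. The cause was not tested. The acinar split as a term left 21 in MSC-EV against PBS, where standard errors grew 1.28 times at the median and the median ratio of fold changes was 0.997.

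With fry, lists called were 0, 3 and 4 for HEK-EV against PBS, MSC-EV against PBS and MSC-EV against HEK-EV, in place of 4, 7 and 8. With an estimated correlation they were 0, 0 and 0, with 0, 2 and 1 at an unadjusted p under 0.05. The self-test used independent genes, so it does not say which setting fits these lists best.

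Medians that reversed were close to 0 in most cases. Without the filter these were endothelial and stellate transcripts in MSC-EV against PBS (0.0755) and lymphocyte markers in MSC-EV against HEK-EV (-0.0117). On FPKM it was inflammatory mediators in MSC-EV against PBS (0.0051). Hepatocyte transcripts in HEK-EV against PBS turned to 0.0366 with array weights and to 0.234 with the acinar term, which also turned Ahsg in that comparison to 0.0411 and cell cycle in MSC-EV against PBS to -0.033. With depth as a covariate, Kupffer markers in HEK-EV against PBS turned to 0.0201. The cause was not tested.

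Leaving out 1 sample gave the lowest numbers of genes called in both MSC-EV comparisons. Genes called ran from 0 to 2 in HEK-EV against PBS (2 without HEK-EV replicate 3), from 5 to 1881 in MSC-EV against PBS and from 0 to 1384 in MSC-EV against HEK-EV across the 9 fits that each left out 1 sample. The lowest counts came without PBS replicate 2 (5) and PBS replicate 3 (7) for the former, and without HEK-EV replicate 2, MSC-EV replicate 1 and MSC-EV replicate 2 (0 each) for the latter. Among these fits both highest came without PBS replicate 1. Fits with fewer samples have less to set the spread from, and the smallest adjusted p with all samples were 0.00486 and 0.0205. Lists called ran from 2 to 6 (lowest without PBS replicate 2 and without HEK-EV replicate 1, highest without HEK-EV replicate 2), 6 to 9 and 4 to 11 (lowest without HEK-EV replicate 3, highest without HEK-EV replicate 1), and the correlation from 0.231 (without HEK-EV replicate 2) to 0.641 (without PBS replicate 1). Reversals gave medians from -0.228 to 0.0657 for inflammatory mediators in MSC-EV against PBS (highest without PBS replicate 3). In HEK-EV against PBS the 9 fits gave -0.316 to 0.099 for Kupffer markers, -0.392 to 0.0594 for hepatocyte transcripts and -0.403 to 0.0417 for Vsig4, each highest without HEK-EV replicate 1. The lipid-associated macrophage and Ly6C-high lists kept their direction and camera call in both MSC-EV comparisons in each of the 9 fits.

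The replicate numbers do not pair the samples. Deviations from the group means correlated from -0.499 to 0.058 over 9 pairs of same-numbered samples, 0 of them above 0.1. With a replicate block, 404 genes (360 of the 706) and 448 genes were called in MSC-EV against PBS and MSC-EV against HEK-EV. With the GC and length trend removed as well they were 298 and 224, and lists in HEK-EV against PBS were 2. The dendritic cell list passed in MSC-EV against PBS in both of these fits (adjusted p = 0.00212 and 0.00226).

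Over all alternatives, leave-outs included, 70 list results fell short of the threshold they had passed and 23 passed it anew. For named genes these numbers were 447 and 75. The tables hold no counts, so the part of the spread that comes from sequencing depth cannot be separated from the spread between mice.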

Other observations

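The tests on paralogs, vesicle treatment and acinar transcripts, hepatocytes, the share of CD11b+ cells, Ly6C-high monocytes, endothelial material, depth and the acinar split among the called genes were chosen after their results or closely related ones had been seen. The others were written down before the value they measure was known. All of them ran on the data in which the patterns were found.

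In both MSC-EV comparisons the real split of the 6 samples gave more genes than any other. In MSC-EV against PBS 1 of the 10 splits, the real one, gave 706 genes or more, and the 9 others gave 0 or 1. In MSC-EV against HEK-EV it was again 1 of 10, with 0 to 2 genes in the others. A share of 10% is the smallest that 10 splits can give, so the grouping by chance remains open at that level. In HEK-EV against PBS 10 of the 10 splits gave at least as many genes as the real one, which gave 0. The lists were less specific to the real split. As many lists as the real split gave came from 9 of the 10 splits in HEK-EV against PBS, 4 of the 10 in MSC-EV against PBS and 2 of the 10 in MSC-EV against HEK-EV. A number of lists called by camera with the preset correlation therefore says little here. For the correlation of the 2 vesicle effects, 57 of 100 groupings of the 9 samples gave a value as high as 0.473, with a median of 0.501 over those drawn.

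For the genes called in the MSC-EV comparisons, several technical accounts were set against the data. Depth differed, with the 3 MSC-EV samples above the other 6, but with depth as a covariate at least 98.9% of the called genes kept their direction and at least 1/1.5 of their fold change. That fit takes its slope mostly from PBS replicate 1, the shallowest sample. Without the GC and length trend at least 63.6% of the genes were called again, and with median-of-ratios scaling, which discounts a few very abundant genes, at least 56.1%. With the acinar split as a term 65.9% of the MSC-EV against HEK-EV genes were called again. In MSC-EV against PBS 2.83% were called again, although 705 of the 706 kept their fold change within 1.5 times. The PBS samples all lie on the same side of that split, so the fit cannot exclude it for this comparison. Apart from that case, none of these accounts alone explains the calls, whereas the split of higher and lower genes does depend on the scaling. More epithelial material in the MSC-EV samples, taken up below, was not among these accounts. An effect of the MSC-derived vesicles stays open as the biological explanation. So does anything else that differed between the groups of mice, such as day or cage, which the labels do not give.

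Pancreatic acinar transcripts appeared in HEK-EV replicates 1 and 2 and MSC-EV replicates 1 and 3. In MSC-EV replicate 3 the most abundant were Ctrb1 at 536 TPM, Amy2a5 at 491 and Pnlip at 347, and each was listed at 0 in all PBS samples. Of 15 acinar genes whose values had not been seen, 12 reached 1 TPM in that sample, 9 in HEK-EV replicate 2 and 1 or 2 in the PBS samples, which is consistent with pancreatic material or reads from it in those 2 samples. In HEK-EV replicate 1 and MSC-EV replicate 1 only 1 reached 1 TPM, against 3 in HEK-EV replicate 3, so for these the count at 1 TPM does not tell. Below it, Pnliprp2 (0.266 and 0.666 TPM), Gp2 (0.289 and 0.949) and Cuzd1 (0.0973 and 0.224) were above 0 in these 2 samples and listed at 0 in the 5 samples on the other side. Of the 21 genes noticed first, 11 and 21 reached 1 TPM in them. Of the 36 acinar genes, 2 reached 1 TPM in every PBS sample, and 0 are in another list. Reads shared between paralogs do not account for it, since all 9 single-copy genes looked at (Pnlip, Cpa1 and Cel among them) were above 1 TPM in MSC-EV replicate 3. Whether the vesicles had a part cannot be told apart from an accident of dissection, library preparation or indexing: 4 of 6 vesicle-treated and 0 of 3 PBS samples carried the transcripts (Fisher's exact test, two-sided, p = 0.167), too few samples to decide.

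Epithelial genes were higher in the MSC-EV samples and, to a smaller extent, in the HEK-EV samples. Among 12 biliary genes past the filter whose values had not been seen, 11 were higher against PBS (median log2 fold change 0.89) and 8 passed the threshold over all genes. The 11 biliary genes noticed first had a median of 1.41. In HEK-EV against PBS 11 of the 12 and 11 of the 11 were higher too, with medians of 0.16 and 0.33, and 0 genes passed the threshold. In the MSC-EV samples the most abundant was Clu, at 112 to 150 TPM. It was at 42.6 to 53.2 in the PBS samples, where Aqp1 was higher. Krt19 rose from 0.884 to 1.74 TPM to 3.82 to 8.50, and was highest in MSC-EV replicate 2, which carried no acinar transcripts. Aqp1 went the other way, from 69.6 to 75.7 TPM in the PBS samples to 26.4 to 44.8 in the MSC-EV samples. Of the 18 genes of the first list 5 were at 1 TPM or more in every PBS sample, as were 8 of the 11 of the second. Depth (median 0.85 with the covariate), the GC and length trend (0.87 once removed) and a few abundant genes (0.89 with median-of-ratios scaling) did not remove the rise. Biliary epithelial cells carried through the selection may therefore have been more common in the MSC-EV samples. Whether the bile ducts of those livers had grown was not tested.

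The rise of the lipid-associated macrophage list together with hepatocyte transcripts raises the question of whether hepatocytes brought both. Alb, which hepatocytes hold in greater amount than Apoe, rose by 136 TPM in the mean between PBS and MSC-EV, whereas Apoe rose by 6783. Hepatocytes therefore cannot be the whole source of the Apoe rise. A macrophage state richer in these transcripts, or a larger share of such macrophages, is a candidate explanation that bulk values cannot separate. Of the 20 hepatocyte genes, 18 were at 1 TPM or more in every PBS sample.

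Lower Ly6C-high monocyte genes and Itgam in the MSC-EV samples could come from a lower share of CD11b+ cells, which would lower the genes of all myeloid cells alike. Of 15 general myeloid genes, 13 were lower against PBS, with a median log2 fold change of -0.28. All 15 were at 1 TPM or more in every PBS sample. The Ly6C-high score minus the score of these genes was -0.387 to -0.309 in the 3 MSC-EV samples and -0.0841 to 0.329 in the 3 PBS samples, a difference of -0.533 against 0.273 for the sum of both SDs. The Ly6C-high genes thus fell further, which argues against a lower CD11b+ share as their whole account. For Itgam the same difference was -0.248 against 0.291, so a lower CD11b+ share cannot be told apart from lower Itgam within the cells, the spread being too large. The 15 general myeloid genes did not fall alike, with changes from -0.739 (Pilra) to 0.0773 (Ctss). The hepatocyte score minus that of 7 endothelial genes was -0.742 to -0.2 in the PBS samples and 0.333 to 1.98 in the MSC-EV samples. A lower CD11b+ share alone would raise both sets alike if both come from other cells. These values argue against it as the only change in the samples. Part of the falls in Ly6C-high genes and Itgam may still come from fewer CD11b+ cells. A shift from Ly6C-high monocytes towards macrophages stays open, and was not tested on single cells.

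The lower interferon list of the HEK-EV samples may rest on 1 control. Its median was -0.0401 without PBS replicate 2, whose list score was 0.67 against -0.145 and 0.393 in PBS replicates 1 and 3, and the call was lost. Without PBS replicate 1, the PBS sample of lowest score, the median was -0.481 (adjusted p = 7.34e-25). The size of the fall thus depends on which controls are included. Across the alternatives for this result the adjusted p ran from 7.34e-25 to 0.971. The Ly6C-high list gave no sign of fewer such monocytes, with a median of -0.00798, 7 genes higher and 7 lower. Its scores were 0.275 ± 0.359 in the PBS group and 0.261 ± 0.137 in the HEK-EV group. That spread is too wide to exclude a small fall.

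Endothelial genes followed the Kupffer cell list over the 9 samples. The score of 7 liver endothelial genes, the endothelial members of a list fixed earlier, had a Pearson r of 0.954 with the Kupffer score (exact permutation p = 0.000292, 0.000584 adjusted over 2 relations) and a Spearman rho of 0.95 (exact permutation p = 0.000353, 0.000706 adjusted). Without HEK-EV replicate 1 and MSC-EV replicate 2, the samples farthest from the median Kupffer score, r was 0.911, and with each group centred it was 0.977. With samples centred within the acinar split it was 0.951, and each side holds fewer than 6 samples. The hepatocyte list did not follow the Kupffer list (r -0.457, exact permutation p = 0.227, rho -0.267, exact permutation p = 0.493). Removing the trend with depth from both scores left r at 0.93, and leaving Cdh5, which endothelium also expresses, out of the Kupffer list left it at 0.95. The most abundant was Clec4g, at 86.5 to 93.2 TPM in the PBS samples and 32.1 to 62.2 in the MSC-EV samples, and all 7 were at 1 TPM or more in every PBS sample. These values are consistent with endothelial material carried along with Kupffer cells, and Kupffer cells that express such genes themselves are a possible explanation that was not tested.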
